A study of Mus musculus with 2 samples. Its data were reported in "Multipotent neural stem cells originating from neuroepithelium exist outside the mouse central nervous system" (2025).

How the data were processed

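Cells carrying a Nestin-GFP reporter (Nes-GFP+ cells) were sorted by flow cytometry from the brain and the lung of mice aged about 6 weeks. The sample labels give the strain as C57BL/6, while the study's methods describe wild-type mice of CD1 or mixed CD1 and C3H stock and say that the transgenic lines were bred with them. Nestin is an intermediate filament protein made by neural stem cells (NSCs) and by several other cell types. The cells of each tissue were captured with a droplet system and made into 1 single-cell RNA library, so each group held 1 library. The study was made to ask whether the lung holds cells that resemble the NSCs of the brain.

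The authors processed the reads with UMI-tools, aligned them to the mouse genome build mm10 with STAR and assigned them to genes with featureCounts. The deposited values are counts of unique molecular identifiers (UMIs) per gene and cell barcode, with no normalization by the authors. The annotation version and the rule that chose the barcodes were not stated. The deposited count tables held barcodes outside the filter described in the methods, so that filter had not been applied to them. The number of barcodes in each table is also the number of cells the study plotted. The brain library held 4640 barcodes, 26221173 UMIs and 23906 genes. The lung library held 5981 barcodes, 36816962 UMIs and 23156 genes. Of the 349 gene symbols in the marker, panel and cell cycle lists used here, 340 had counts as such or under an older symbol and 9 had none. Some genes were listed under both an older and a newer symbol. Sgol2a, among the 9, had counts as Sgol2 through its newer symbol Sgo2a. No gene symbol starting with U had counts in either library, and 7 of the 9 were such genes.

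Barcodes with more than 200 genes, fewer than 4000 genes and less than 40% mitochondrial counts were kept, as in the study's methods. Of the brain barcodes, 20 had at most 200 genes, 418 had 4000 genes or more and 54 had 40% mitochondrial counts or more. The corresponding lung numbers were 43, 307 and 25. The filter left 4151 brain cells with 19518081 UMIs and 5608 lung cells with 31797069 UMIs. Doublets were kept, since the methods name no doublet caller. Scrublet (scanpy 1.11.5, expected rate 0.06) called 44 of 4151 brain cells (1.06%) and 69 of 5608 lung cells (1.23%), and their removal was one of the alternatives.

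Each library was clustered on its own with Seurat 5.3.0 in R 4.3.3. Genes found in at least 3 cells were kept, counts were scaled to 10000 per cell and logged, and 2000 variable genes were chosen. Cell cycle genes and the panel genes described below were left out of these, which left 1879 variable genes in brain and 1882 in lung. Louvain clustering used 20 principal components and resolution 0.8. It gave 20 brain clusters of 31 to 703 cells and 21 lung clusters of 28 to 1088 cells.

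Clusters were named from lists of markers and called "-like" after the list. The score of a class was the mean log2(CPM + 10) of its markers in a cluster less the mean over clusters, where CPM is the summed count of a gene scaled to a fixed total per cluster (counts-per-million). A cluster took the name of its best class where that score was at least 1, led the next class by at least 0.5 and rested on at least 3 markers found in at least 20% of its cells. A cluster was left unnamed where its median UMI count was under the median of its library divided by 3 with no own marker among its 10 leading genes. It was also left unnamed where markers of another class exceeded its own by 2 or more among those 10 genes. The markers, the gene panels, the filters, the comparisons and the alternatives other than those named next were fixed before the data were examined. The thresholds on the score, its lead and the excess of other markers were set after seeing the data. The limit on the excess was at first 1 marker and was relaxed to 2 after it had left brain clusters 0 and 4, both NB-like, unnamed. The thresholds kept 216 brain cells (5.20%) and 309 lung cells (5.51%) out of a class. The stricter limit on the excess, each qNSC-like cluster on its own and each activated NSC-like (aNSC-like) cluster on its own were added as alternatives after seeing the data.

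Counts were summed per library and class and divided by the sum of all counts of the class to give CPM. Ratios of CPM carry an exact 95% interval from the conditional binomial distribution of the counts, and shares of cells an exact (Clopper-Pearson) 95% interval. These intervals cover counting error only. There was no test between groups and no p-value, because each group was 1 library and cells are not replicates. A share of 0 is given with the upper limit that 3 counts would allow. A fold against 0 UMIs was computed against a floor of 3 counts over the whole class. Shares of cells with a UMI were compared after each cell was thinned to 1000 UMIs drawn without replacement, and cells below that depth were left out. Each gene of a library was drawn once, and the lung Sox2 and Nes shares were drawn 100 further times to see their spread. Correlations are Pearson's r of log2(CPM + 1) across the variable genes of either library with at least 10 CPM in either class, panel genes included. Their 95% intervals are normal intervals from the spread of r over 200 Poisson draws of the summed counts. Genes are not independent replicates. Diffusion pseudotime was computed with scanpy on the quiescent NSC-like (qNSC-like), aNSC-like and neuroblast-like (NB-like) cells, with 20 principal components and 30 neighbours. Its root was the qNSC-like cell farthest from the NB-like cells along the leading diffusion component, so only the order of aNSC-like and NB-like cells was read. The interval of the difference in medians came from 1000 bootstrap draws of cells.

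Genes are named by a fixed rule, and 2 panel genes that enter the panel sums are not reported here on their own. It took every other panel gene and, for each class found in both libraries, the 5 genes with the highest CPM ratio each way among genes with at least 50 UMIs in the higher class and a CPM there no lower than in the rest of that library. The same rule took 10 genes each way for the lung neural-like class against the brain qNSC-like class. Coordinates are from the annotation of build GRCm38, which is the same assembly as mm10.

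Ratios, intervals and correlations were tested on simulated data drawn from the mean profile and the depths of the classes compared, with 200 genes changed by known folds. For lung neural-like over brain qNSC-like cells, the step ran on 16856 genes. In every comparison, coverage was scored only on genes with at least 10 expected UMIs in the shallower class, here 3313 genes. Among these, 96.5% of the changed genes had their known ratio within the interval and 95.8% of the unchanged genes did. Genes with fewer UMIs were not scored, and the known folds were far smaller than the largest ratios reported below. At these depths r was 0.854 for 2 draws of the same profile and -0.0331 for a shuffled profile. The r for the same profile, here and in the next comparisons, ran over all genes with at least 10 CPM in either draw. The shuffled r ran over the genes scored for coverage. Neither used the variable genes behind the r values of the results, so they set no ceiling or floor for those. For the endothelial-like comparison, on 16766 genes, 96.5% of the changed genes lay within the interval and r was 0.984 for the same profile. For the mural or pericyte-like comparison, on 17532 genes, these values were 96.0% and 0.959. For the fibroblast-like comparison, on 16852 genes, they were 96.5% and 0.940.

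The alternatives changed 1 choice at a time. They were a mitochondrial limit of 10%, no upper limit of genes per cell, a lower limit of 500 genes, doublets removed, resolutions of 0.4 and 1.2, 10 principal components, cell cycle genes kept and panel genes kept. For the lung neural-like cells they were also a definition by 3 or more neural markers per cell, subtraction of 5% of the mean profile of the library, thinning to 500 or 2000 UMIs and no thinning. For correlations they were a pseudocount of 10 CPM, all genes with at least 10 CPM, and Spearman's rho. Other single-cell libraries of the study were not analysed here.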

Results

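Single-cell RNA profiles of Nes-GFP+ cells were compared between 1 brain library and 1 lung library. The brain library had a median of 4446.5 UMIs and 2109 genes per barcode, and the lung library a median of 5729 UMIs and 2494 genes. After the filter, the medians were 4209 UMIs in 4151 brain cells and 5585 UMIs in 5608 lung cells. With 1 library per group there are no replicates, so every difference below compares these 2 libraries and has no replicate check.

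The composition of the brain sort was examined first. Of the 20 brain clusters, 18 took a name. NB-like cells made up 37.5% of the cells (1555 cells, 95% interval 35.99 to 39.0%). Of these, 703 cells in cluster 0 and 329 in cluster 4 took the name only under a relaxed naming rule, and cluster 1 alone held 523 cells (12.6%). The qNSC-like class held 834 cells (20.1%) in clusters 2, 5 and 9. Slc7a10 and Cxcl14 were among the 10 leading genes of cluster 2, and Thbs4 and Gfap among those of cluster 5. No class was named for astrocytes, so the qNSC-like class may hold astrocytes as well as NSCs. Comparisons with qNSC-like cells below carry this limit. Cluster 9 was shallow, with a median of 1424.5 UMIs per cell. There were 425 aNSC-like cells (10.2%), 230 oligodendrocyte progenitor-like (OPC-like) cells (5.54%) and 168 mature oligodendrocyte-like (mOL-like) cells (4.05%). The non-neural classes were endothelial-like (329 cells), mural-like (169 cells), ependymal-like (125 cells), fibroblast-like (66 cells) and microglia-like (34 cells). Clusters 8 and 16, with 216 cells (5.20%), stayed unnamed. Cluster 8 scored 2.71 for NB and 2.23 for neurons, both neural classes, and so lacked the lead that a name needed. Cluster 16 scored best for neurons, at 0.664, and Neurod1, Tbr1 and Eomes were among its leading genes. Named neural classes together held 3212 of 4151 cells, or 77.4% (76.1 to 78.6%), a share that leaves out clusters 8 and 16 and may be too low. This share moved most, to 52.5%, when brain clusters 0 and 4 were left unnamed because each had 1 marker of another class and none of its own among its leading genes.

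Lung Nes-GFP+ cells were mostly of mesenchymal classes. Pericyte-like cells made up 37.5% (2101 cells), myofibroblast-like cells 19.7% (1105 cells) and matrix fibroblast-like cells 12.5% (700 cells). Endothelial-like cells numbered 612 (10.9%) and smooth muscle-like cells 99 (1.77%). An epithelial-like cluster of 35 cells (0.624%) had no UMI of the 8 lung epithelium genes examined. Another 5 lung clusters, with 922 cells (16.4%), stayed unnamed, among them cluster 11, whose leading genes included the T cell genes Trbc1, Cd6 and Themis. A single cluster of 34 cells was neural-like, which was 0.606% of lung cells (0.420 to 0.846%). It was led by Cmtm5, Lrrtm1, Sfrp5, Acsbg1 and Igsf11. This share moved most, to 13.9%, when a cell was counted as neural-like for having UMIs of at least 3 neural markers, a definition that took in 777 cells including all 34. Both libraries were clustered separately, and a class of the same name was rebuilt here from fixed markers, so shares may differ from those of the study for that reason.

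**Figure D1:**
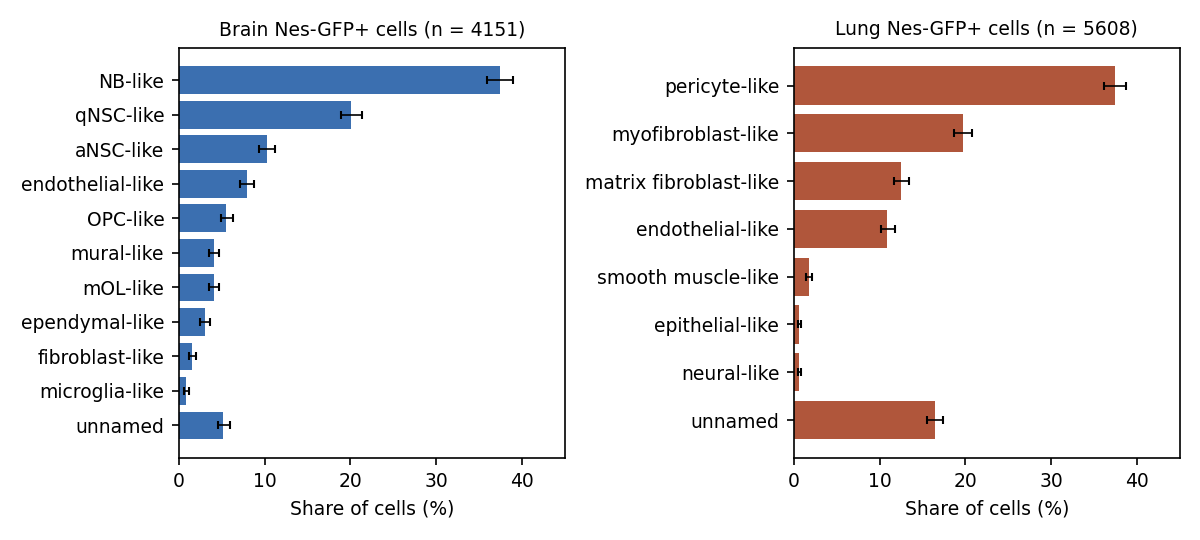
Share of cells in each named class (x axis, percent of cells) in the brain library (left, 4151 cells) and the lung library (right, 5608 cells), with exact 95% binomial intervals that cover counting error only. The NB-like class at 37.5% was the longest bar in brain, which rests on clusters 0 and 4 (12.6% without them), and the pericyte-like class at 37.5% the longest in lung, where the neural-like class was 0.606%.

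The reporter gene was examined in the neural-like cells. Nes (chromosome 3, 87971078 to 87980451, build GRCm38) was left out of the clustering. It had 16 UMIs in the 34 neural-like cells and 11353 UMIs in the other lung cells. The ratio of CPM, neural-like over other lung cells, was 0.251 (0.143 to 0.408). Under the definition by at least 3 neural markers the ratio was 1.498, the opposite direction. Against brain qNSC-like cells, which had 64 Nes UMIs, the lung neural-like cells had 4.53 times the CPM (2.44 to 7.93). After thinning, 5 of 34 neural-like cells (14.7%) and 111 of 608 lung endothelial-like cells (18.3%) had a Nes UMI, at median depths of 5289 and 5405.5 UMIs. Over 100 further draws the shares had medians of 8.82% and 16.3%, and ranged from 0 to 17.6% and from 12.3 to 20.1%. Without thinning these shares were 32.4% and 51.6%. No lung class was taken to lack Nes, since the sort selected for its reporter.

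Gene panels fixed in advance were used to place the lung neural-like cells between NSCs and the Schwann or neural crest lineage. The panel of 17 genes restricted to the central nervous system (CNS) had 2 UMIs in the neural-like cells and 52651 UMIs in the brain qNSC-like cells. The CPM ratio, lung neural-like over brain qNSC-like, was 0.000688 (8.33e-05 to 0.00249). All 17 genes were higher in the brain class, and only Pax6 and Lhx2 had a UMI in the lung class, with 1 each. The depth of the lung class, 177602 UMIs, made 1 UMI worth 5.63 CPM, and the upper limit behind 0 UMIs was 16.9 CPM. Slc1a2 was at least 474-fold lower and Aldoc at least 220-fold lower in the lung class. Lung endothelial-like cells had 120 CPM of this panel, of which Fgfr3 made up 85.7 CPM. The highest lung class was the epithelial-like class of 35 cells, at 834 CPM (737 to 940), so the panel was not confined to brain cells here. Across its alternatives the panel ratio lay between 0.000358 and 0.00101.

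The panel of 13 Schwann and neural crest genes went the other way. It had 476 UMIs in the lung neural-like cells and 147 in the brain qNSC-like cells, a CPM ratio of 58.7 (48.7 to 71.1). The alternative that moved this ratio most was the definition by at least 3 neural markers, at 2.37. In lung endothelial-like cells the panel had 109 CPM, against 2680 CPM in the neural-like cells. In the brain library, OPC-like cells had 539 CPM and mOL-like cells 500 CPM of it. Of the 13 genes, 9 were higher in the lung neural-like class than in the brain class, 3 (Ncmap, Cldn19 and Drp2) were lower and Prx had no UMI in either. For these 3 genes the difference was not detectable at this depth. Dhh, with 6 UMIs and 33.8 CPM in the neural-like cells, was at 65.6 CPM in lung endothelial-like cells. Sox10 (chromosome 15, 79154908 to 79165240) was 118 times higher (63.7 to 238) than in qNSC-like cells. At 439 CPM (347 to 548) in the neural-like cells it was near the 508 CPM (471 to 547) of brain OPC-like cells, so Sox10 alone does not set the Schwann lineage apart. Gfra3 and Foxd3 had 0 UMIs in the brain class and were at least 676-fold and at least 652-fold higher in the lung class. Sox10, Gfra3 and Foxd3 were also among the 10 leading genes of the neural-like cluster, although panel genes took no part in the clustering.

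Genes shared by NSCs and the Schwann lineage differed among themselves. Fabp7 was 1.498 times (1.33 to 1.69) and Vim 27.8 times (25.2 to 30.8) as high in the lung neural-like cells as in the brain qNSC-like cells. The S100b ratio was 1.05 (0.766 to 1.40), a difference within counting error. Sox2 was lower in the lung class, at a ratio of 0.124 (0.0695 to 0.205), and Sox9 at least 36.5-fold lower. Of the 8 shared genes, 4 were higher by CPM in the lung class and 4 lower. The lower genes other than Sox2 and Sox9 had at most 3 UMIs in the lung class and intervals below 1.

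**Figure D2:**
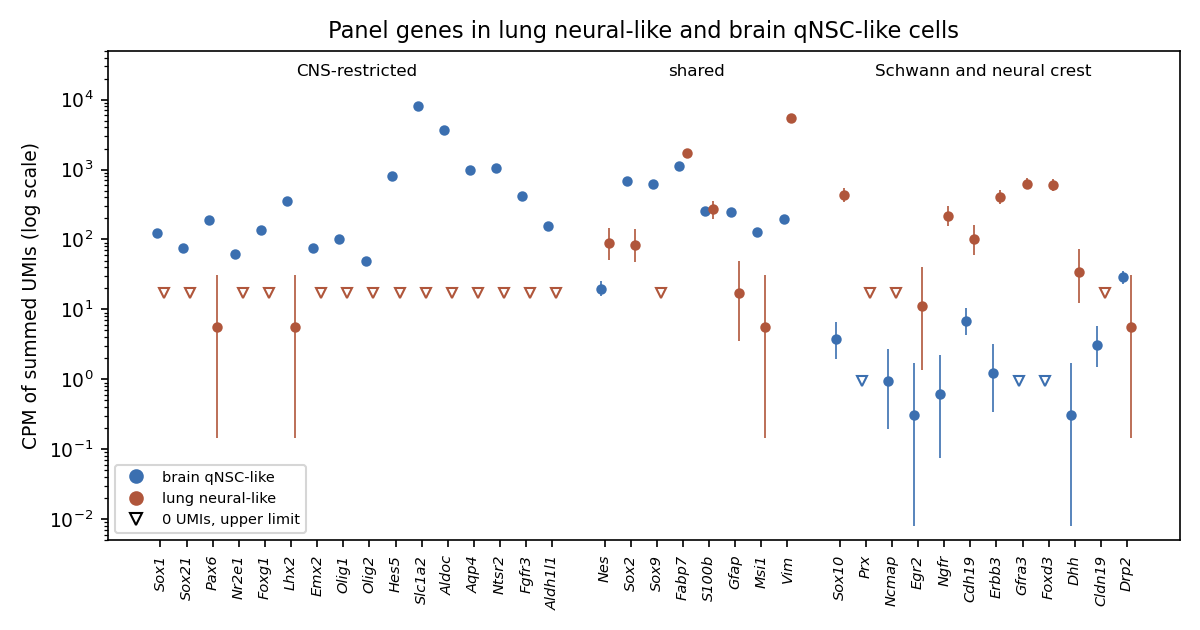
CPM of summed UMIs (y axis, log scale) for the genes of the panels other than 2 not reported here (x axis) in brain qNSC-like cells (blue) and lung neural-like cells (red), with exact 95% Poisson intervals and open triangles for the upper limit behind 0 UMIs, which was 16.9 CPM in the lung class and 0.932 CPM in the brain class. Of the CNS-restricted genes, only Pax6 and Lhx2 had a UMI in the lung class.

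Whether single lung cells carried Sox2 and Sox1, the genes the study followed, was counted next. The study reported cells with both genes in postnatal lung cells sorted on a Sox2 reporter and by staining of lung tissue. It also sorted postnatal lung cells on a Sox1 reporter. Of its lung Nes-GFP+ neural cluster it wrote that several cell types might be mixed there. The counts below come from the Nes-GFP+ library only and do not test those other results. Sox2 (chromosome 3, 34650405 to 34652461) had a UMI in 4 of 34 neural-like cells after thinning, or 11.8% (3.30 to 27.5%), and in 11 of 34 cells (32.4%) without thinning. The thinned number is that of 1 random draw, and over 100 further draws it had a median of 3 and ranged from 0 to 6 cells. In lung endothelial-like cells, which should lack Sox2, it was found in 0 of 608 cells after thinning, which allows a share of up to 0.493%, and in 0 of 612 cells without. The median depths of the neural-like and the endothelial-like cells were 5289 and 5395 UMIs. The thinned share was 48.2% in brain qNSC-like cells (381 of 790 cells, with 44 cells left out for depth). The thinning left out none of the neural-like cells and 4 of the endothelial-like cells. Sox1 (chromosome 8, 12395295 to 12400126) had a UMI in 0 of 34 neural-like cells, which allows a share of up to 8.82% of cells with a UMI. It had a UMI in 0 of 5608 lung cells, an upper limit of 0.0535%, so Sox1 was not detectable in the lung library at this depth. In brain qNSC-like cells the thinned Sox1 share was 11.1%, and the share without thinning was 31.3%. Brain endothelial-like cells had a thinned Sox1 share of 1.57% at a median depth of 3837 UMIs, against 3782.5 UMIs in the qNSC-like cells. Sox10 had a UMI in 25 of the 34 lung neural-like cells without thinning, and 10 of the 11 cells with a Sox2 UMI also had a Sox10 UMI. In lung endothelial-like cells, Sox10 was found in 0 of 612 cells.

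The expression profiles of the classes were compared across libraries by Pearson correlation across genes. The lung neural-like class had an r of -0.00472 (-0.0155 to 0.00609) with the brain qNSC-like class, across 1541 genes. Its r with 9 brain classes and with each of the 3 NB-like clusters lay between -0.172 (microglia-like) and 0.0659 (fibroblast-like). The other 6 lung classes had an r between -0.169 (endothelial-like) and -0.0789 (smooth muscle-like) with the brain qNSC-like class. The neural-like class thus had the highest r of the 7 lung classes there, as it had with the aNSC-like (0.0378), OPC-like (-0.00623), mOL-like (-0.0509) and ependymal-like (-0.122) classes and with NB-like cells as 1 class (0.0196), but not with the microglia-like, fibroblast-like, mural-like and endothelial-like classes. This comparison among lung classes was added after the values were seen. NB-like clusters were compared by number because clusters 0 and 4 had no own marker among their leading genes. The brain and lung endothelial-like classes had an r of 0.402 (0.394 to 0.409), and the brain mural-like and lung pericyte-like classes 0.321 (0.312 to 0.329). These values moved most when all genes with at least 10 CPM were used, where r was 0.337 for the neural-like and qNSC-like classes, 0.672 for the endothelial-like classes and 0.598 for the mural or pericyte-like classes.

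**Figure D3:**
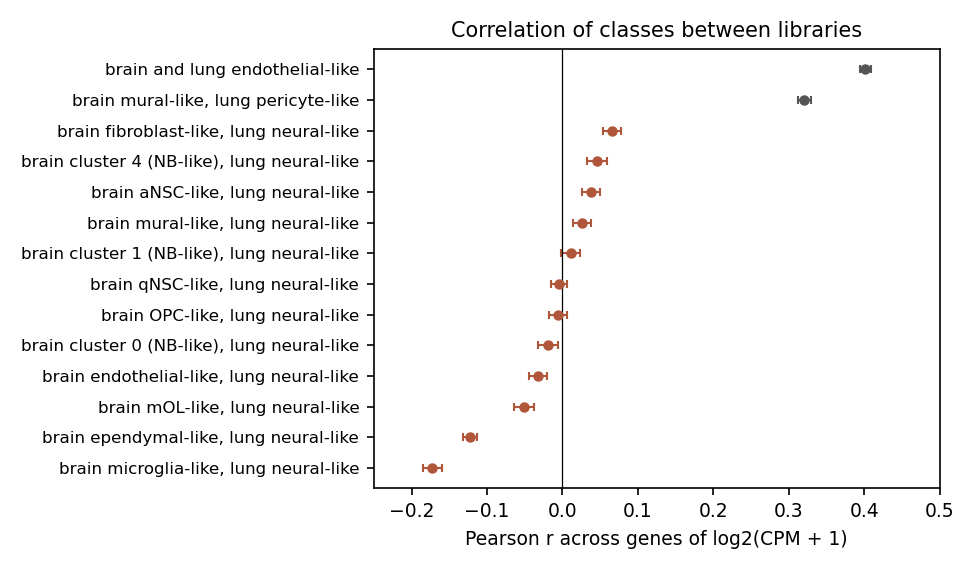
Pearson r across genes of log2(CPM + 1) (x axis) for the lung neural-like class with each brain class, NB-like clusters shown by number (red), and for the classes found in both libraries (grey), with 95% intervals that cover counting error only. The values of the lung neural-like class lay between -0.172 and 0.0659, below those of the endothelial-like classes at 0.402 and the mural or pericyte-like classes at 0.321.

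Classes found in both libraries differed in many single genes. In endothelial-like cells, the 5 genes leading in lung were Hpgd, Plac8, Cd36, Scn7a and Abi3bp, each with 0 UMIs in brain, and Hpgd was at least 696-fold higher. The 5 leading in brain were Slc22a8, Gm694, Mfsd2a, Zic2 and Lrp8, each with 0 UMIs in lung, and Slc22a8 was at least 704-fold higher. In the mural or pericyte-like classes, Hsd11b1, Fam162b, Ltbp2, Wisp1 and Vsnl1 led in lung, with Hsd11b1 at least 133-fold higher. Atp13a5, Slc6a20a, Zic1, Foxd1 and Ggt1 led there in brain, with Atp13a5 at least 9302-fold higher. Aspn, Meox2, Olfml2b, Pcolce2 and Fam129a led in lung matrix fibroblast-like over brain fibroblast-like cells, with Aspn at least 74.1-fold higher. Slc6a13, Gjb2, Slc6a20a, Zic1 and Gjb6 led the other way. Slc6a13 was itself a naming marker of the brain class, and Gjb2 was at least 1634-fold higher. Tissue and library cannot be separated in these differences.

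Outside the panels, the genes most in excess in lung neural-like over brain qNSC-like cells included Fst, Col6a1, Fam198b, Nkd2 and Slitrk6, each with 0 UMIs in the brain class. Fst was at least 676-fold higher. Col14a1, Mcam and Sostdc1 had 2 UMIs each in the brain class, and the Col14a1 ratio was 1576 (430 to 13118). The leading genes in the other direction were Slc1a2, Clu, Aldoc, Slc1a3, Mt3, Gpm6a, Gm3764, Bcan, Slc4a4 and Cldn10, each with 0 UMIs in the lung class. Of these, Slc1a2 and Aldoc belong to the CNS panel, and Slc1a3 and Cldn10 were also naming markers of the brain class. Clu was at least 227-fold higher in the brain class.

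The order of the brain NSC classes along pseudotime was examined last. The median pseudotime was 0.196 in qNSC-like, 0.874 in aNSC-like and 0.780 in NB-like cells. NB-like cells thus lay before aNSC-like cells, with a difference of medians of -0.0939 (-0.113 to -0.0680). This difference moved most at resolution 0.4, to -0.459. It had the opposite sign, 0.112, when aNSC-like cells were taken from brain cluster 14 alone, whose median was 0.667. Egfr and Dll1, both naming markers of the class, were among the 10 leading genes of cluster 14. With called doublets removed the difference was -0.0824. Free RNA was not separated from this order.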

Values the study reported

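The study separated lung Nes-GFP+ cells into 11 clusters. Its methods kept cells with over 200 and under 4000 genes and a mitochondrial percentage under 40. Its methods used 2000 variable genes.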

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

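The comparison of vessel classes below was not among those planned and was chosen only after the data were seen, as were the tests of free RNA, while the test of which clusters were joined was written before its result was seen.

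Nes went opposite ways in the vessel classes of the libraries. In brain it was higher in endothelial-like than in mural-like cells, with a CPM ratio of 1.95 (1.54 to 2.49). In lung it was lower in endothelial-like than in pericyte-like cells, with a ratio of 0.368 (0.339 to 0.399). Of the 38 panel genes, 19 had a UMI in at least 1 of the 2 classes in both libraries. For 3 of these the intervals excluded 1 in both, and 1 of the 3 had intervals on opposite sides of equality. The difference between the tissues was not tested, since each is 1 library. Free RNA was weighed as the mean profile of each library. The lung mean of Nes, 358 CPM, lay above the endothelial-like level of 188 CPM and below the pericyte-like level of 511 CPM, so any share of such RNA narrows the gap between them. In brain the CNS panel had 300 CPM (252 to 353) in mural-like cells against a mean of 3823 CPM, and the upper limit of 353 CPM allows them at most 9.25% of such RNA. With that share removed from mural-like cells alone, the brain ratio was 1.83 (1.45 to 2.34). Free RNA of this make-up thus accounts for neither direction. Which clusters were joined was weighed in 12 pairs of lung endothelial-like and pericyte-like clusters. The ratio was below 1 in 10 pairs and ranged from 0.275 to 1.23, and both ratios above 1 involved pericyte-like cluster 12, which held 116 cells. Those 2 ratios were 1.23 (0.982 to 1.55) and 1.13 (0.855 to 1.502), so both intervals included 1. Against endothelial-like cluster 5, the ratio for cluster 12 was 0.707 (0.570 to 0.883), below 1. Which clusters were joined could therefore matter for cluster 12. The counts do not settle its direction against the other endothelial-like clusters. Across the alternative filters and clusterings the lung ratio moved outside its interval in 1 case, to 0.434 with no upper limit of genes per cell. A different level of the gene in vessels of the brain and the lung, and a sort that enriched the cell types unequally, stay open and untested.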

How the results depend on the processing

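The alternatives with each qNSC-like or aNSC-like cluster on its own and the stricter naming rule were chosen only after the result was seen. Each other alternative was planned.

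The number of cells kept changed with the filters, from 3772 to 4569 in brain and from 4813 to 5915 in lung, and stayed within 1.5 times the numbers reported. Under every alternative run for them the CNS panel ratio stayed within its interval, between 0.000358 and 0.00101, and the share of neural-like cells with a Sox1 UMI was 0. None of the 5608 lung cells had a Sox1 UMI, so alternatives on these cells could only return a Sox1 share of 0. The Nes ratio kept its direction in 9 of 10 alternatives, of which the subtraction of free RNA could only move it further from 1, to 0.211, and was 1.498 under the definition by at least 3 neural markers. That definition also gave a lung neural-like share of 13.9%, a Schwann panel ratio of 2.37, a Sox2 share of 0.516% and an r with qNSC-like cells of -0.0545. It takes in 777 cells, which by its construction includes other classes.

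The share of brain cells in neural classes was 70.6% with no upper limit of genes, 78.8% with a lower limit of 500 genes, 69.0% without called doublets, 65.1% at resolution 0.4, 67.4% with 10 principal components and 70.0% with cell cycle genes kept. The stricter naming rule gave 52.5%, since it removes clusters 0 and 4. For the other settings the cause was not tested.

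With 10 principal components no lung cluster took the neural-like name, so the share was 0 and the results that rest on that class have no value there. The Schwann panel ratio was 34.9 against qNSC-like cluster 9 alone. The Sox2 share was 2.94% at 500 UMIs and 32.4% without thinning, and at 1000 UMIs it ranged from 0 to 17.6% over 100 further draws. The share of 2.94% thus lies within the spread of the draws, while 32.4% lies above it. Depth limits that share, and 34 cells limit every share of this class.

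The r of neural-like with qNSC-like cells was 0.0369 with no upper limit of genes, 0.00688 at resolution 0.4, 0.118 with a pseudocount of 10 CPM, 0.337 over all genes, 0.0266 as Spearman's rho, and -0.0720, 0.0557 and -0.113 for qNSC-like clusters 2, 5 and 9 alone. The endothelial-like r was 0.394 without doublets, 0.394 with cell cycle genes kept, 0.510 with the larger pseudocount, 0.672 over all genes and 0.466 as rho. The mural or pericyte-like r was 0.455, 0.598 and 0.347 for the last 3 settings. The cause was not tested.

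The pseudotime difference was -0.0388 with the 10% mitochondrial limit, -0.263 with no upper limit of genes, -0.459 at resolution 0.4, -0.0673 at resolution 1.2, -0.173 with 10 principal components, -0.367 with cell cycle genes kept, -0.0595 with panel genes kept and -0.218 under the stricter naming rule. It was -0.167 and -0.0462 for aNSC-like clusters 6 and 13 alone and 0.112 for cluster 14 alone. The sign thus rests on which cells are called aNSC-like, and clusters 6 and 13, unlike cluster 14, also scored for NB markers. The cause was not tested.

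Among single genes, 707 of 712 values lay within the interval of the value reported, 5 moved and none reversed.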

Other observations

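The tests of gene symbols, of depth and free RNA behind the Y-linked counts, of the pseudogenes and of thymus genes were chosen only after the result was seen, as was the comparison of r among the lung classes, while the tests of the X-linked partners and of the depth behind the correlations were written before their results were seen.

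Clustering here gave 21 lung clusters. That is higher than the value quoted from the study above.

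No gene symbol starting with U had counts in either library, although the RefSeq annotation lists 318 protein-coding symbols with that letter. Low expression was weighed against the other letters. Of 21215 protein-coding symbols with other capital letters 73.9% had counts, and the lowest letter, O, still had 19.4%, which argues against low expression. A candidate explanation is a name filter in the authors' counting step that read a list of words such as "Unassigned" as a list of letters. It would also remove symbols starting with the lower-case letters of that word. No such symbol had counts, while 153 symbols with other lower-case letters did. The annotation holds 184 symbols with those letters and 183 of them start with n, so this part of the test is weak. No biological explanation was tested.

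Y-linked genes (Ddx3y, Eif2s3y and Kdm5d) had UMIs in some lung classes and hardly any in others. They had a UMI in 182 of 1105 myofibroblast-like cells (16.5%), in 11 of 2101 pericyte-like cells (0.524%) and in 0 of the 34 neural-like cells, which allows a share of up to 8.82%. The highest share of a named class was in epithelial-like cells, at 12 of 35 cells (34.3%, 19.1 to 52.2%). In brain, 2 of 4640 barcodes had such a UMI. Depth was weighed by thinning, after which the myofibroblast-like share was 5.43% and the pericyte-like share 0.143%, so depth does not account for the gap. Free RNA was weighed through Xist, which had a UMI in 7.14% (3.86 to 11.9%) of myofibroblast-like cells with a Y-linked UMI and in 67.4% of those without. Free RNA would give both kinds of cell a like share. Lower transcription in pericytes was weighed through the X-linked partners Ddx3x, Eif2s3x and Kdm5c, whose pericyte-like over myofibroblast-like ratio was 1.02 (0.958 to 1.08), against 0.0201 for the Y-linked genes. What stays open is that the lung library may hold cells of animals of both sexes that gave unequal shares of the classes. The labels give no sex, so this was not tested further, and the class shares of the lung library cannot be read as those of 1 animal.

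Several pseudogenes were also rarer in lung cells with Y-linked UMIs. The 4 pseudogenes Rps15a-ps8, Gm11942, Gm15920 and Gm5900 were picked from clusters 2, 3 and 4. In the other lung clusters, cells with Y-linked UMIs and no Xist had 0.104 times (0.0499 to 0.192) the CPM of cells with Xist and no Y-linked UMI. That result may reflect animals of different genetic background in the lung pool. Sex stays open too, since the 2 kinds of cell were told apart by genes of the sex chromosomes. Among Xist cells, Rps15a-ps8 and Gm11942 together had a brain over lung ratio of 0.0288, against 0.669 for Rps15a, and Gm15920 and Gm5900 together a ratio of 0.767. These ratios compare tissues and decide nothing about sex within the lung library. The labels give 1 strain, while the study's methods describe lines bred with mice of other stock, and no genotype was tested.

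Leading genes of lung cluster 11, with 123 cells, were T cell genes, and Rag1 and Cd8b1 were noticed in it. The other 6 genes of a list of immature thymocyte genes summed to 1870 CPM in the cluster and 1.72 CPM elsewhere in the lung library, and 4 of them were found in at least 20% of its cells. Arpp21, at 648 CPM, was the highest of the 6. The thymic epithelium list summed to 12.2 CPM and the lung epithelium list to 60.9 CPM in cluster 11. Thymic epithelium genes were tested in the epithelial-like lung cluster 18, with 35 cells. They summed to 457 CPM there and 48.4 CPM elsewhere in the lung library, while the thymocyte list summed to 6.22 CPM in cluster 18. In that cluster 4 of the 8 genes were found in at least 20% of its cells, and Tbata was highest at 183.5 CPM. Airway or alveolar epithelium was weighed through 8 genes of lung epithelium, which summed to 0 CPM in that cluster with an upper limit of 9.33 CPM, against 560 CPM in the other lung cells. Of the lists, 1 thymic epithelium gene and 4 lung epithelium genes had at least 10 CPM in the other lung cells. These values are consistent with cells of the thymus in the lung sort, as a hypothesis. How such cells came into the sort was not tested.

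The r of the lung neural-like class with brain classes near 0 may in principle come from its few cells. Draws of 34 lung endothelial-like cells with at most 177602 UMIs kept a median r of 0.349 (0.315 to 0.386 over 100 draws) with brain endothelial-like cells, so few cells and low depth do not account for it. Over all genes with at least 10 CPM the neural-like r was 0.337, so the value near 0 holds for the variable genes only. The r of this class with brain qNSC-like cells was above that of the other 6 lung classes, which its few cells could also have caused. Draws of 34 cells of each of those classes, with at most 177602 UMIs, reached an r of -0.0639 at most with qNSC-like cells, still below -0.00472, so few cells and low depth do not account for that order. No biological explanation was tested.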
